A study of Mus musculus with 10 samples. Its data were reported in "Serially transplantable mammary epithelial cells express the Thy-1 antigen" (2018).

How the data were processed

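RNA was measured on Affymetrix mouse genome expression arrays, with labelling from the 3' end in 2 amplification cycles, in 5 sorted populations of mammary cells from virgin FVB females aged 6 to 8 weeks. Per the labels and the methods of the study, glands were dissociated with collagenase and hyaluronidase, dispase and trypsin. Cells carrying CD45, CD31, Ter119 or CD140α were left out, and the remainder were sorted on CD24, CD49f and Thy-1 in 2 passes. CD24 and CD49f (integrin α6) are surface proteins that separate luminal from basal mammary epithelium, and Thy-1 is a surface glycoprotein encoded by Thy1. Each population had 2 arrays, and no array was left out.

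The deposited values are log2 probe set intensities that the authors normalised across the 10 arrays and then centred, so that every probe set has a mean of 0 over the arrays. Per the methods of the study the normalisation was RMA, while the labels name both RMA and GCRMA, and neither gives a version. The authors kept probe sets that passed a minimum level and differed at least 4-fold between some pair of arrays. The smallest range within a probe set was 2.00 on the log2 scale and the largest absolute mean was 3e-07. Centring removed the level of expression, so the values show differences between arrays only, and neither abundance nor signal over background can be read from them. The number of arrays limits the precision of every difference. The table held 3663 probe sets, which were the background for every test, because probe sets that varied less were not in the table.

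Probe sets were matched to gene symbols by identifier. There were 3291 with 1 symbol, 75 with several and 297 that were absent from the annotation. Values of the 554 genes with more than 1 probe set were averaged per gene, and a probe set without exactly 1 symbol was tested alone. This gave 2932 tested features, of which 2560 were named genes and 372 were unnamed probe sets. In the comparison of basal with luminal cells, 2 genes had probe sets that were called in opposite directions. Genomic coordinates were not used here.

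All 10 arrays entered 1 linear model with a mean per population (limma 3.58.1 in R 4.3.3, functions lmFit and eBayes). The model left 5 residual degrees of freedom, to which the moderation of the variances added 16.5. Tests were two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. The design, the tests, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. The comparisons were Thy-1+CD24medCD49fhigh minus Thy-1-CD24medCD49fhigh, each of the 3 basal populations minus the mean of the other 2, CD24highCD49fmed minus CD24medCD49f-/low, and the mean of the 3 basal populations minus the mean of the 2 luminal ones. The 4 comparisons among basal populations shared arrays and were not independent of each other. Nothing in the labels says that the replicates of a population came from separate animals, so the p-values measure only the spread between these samples.

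Lists of genes were tested with camera from limma, with a preset correlation between genes of 0.01, when at least 3 members were in the table. The 18 lists tested were basal keratins and regulators, smooth muscle contractile, basement membrane, shared luminal, luminal progenitor, milk, hormone sensing, S phase, G2 and mitosis, Wnt response, Notch, immediate early, interferon response, fibroblast, pericyte, Schwann cell, adipocyte and epidermal keratinocyte genes. Their p-values were adjusted over the 108 combinations of list and comparison, and the tests were repeated with a correlation estimated from the data. The endothelial, leukocyte and erythroid lists had too few members in the table for a test. Some members were also in gene sets that the study drew from C57BL6 and FVB arrays. Its sets for FVB alone and for both strains were counted here, since these arrays are FVB, and for those members the list tests are not independent evidence. The genes named were, per comparison, up to 6 called genes with the largest difference in each direction whose arrays did not overlap between the 2 sides, and up to 4 called members of each list. The sort genes and the genes that the study names were given for basal against luminal cells wherever they were in the table. For the other comparisons only some of them were given.

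Alternatives were array medians set to 0, quantile normalisation, robust moderation of the variances, a replicate block, a minimum absolute log2 difference of 1, only the arrays compared, probe sets tested alone, both pairwise differences called, and each array left out in turn. The block was the replicate number. Number 3 occurs in CD24medCD49fmed only, so with the block that population rested on its replicate 2 alone. Rank products, the test that the study used, was run with 100 permutations and a p under 0.01 in each direction. A covariate for the first principal component of the deviations within populations, leaving out 2 pairs of arrays, and the list tests with array medians set to 0 or with a replicate block, were added after the data were seen. The model and rank products were tested on simulated data of the same size, in which 67, 67 and 66 genes per comparison were set to differ by 1, 2 and 3 on the log2 scale. Figures were drawn with matplotlib 3.10.9.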

Results

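The data were 10 arrays of 5 mammary populations with 2 arrays each. CD24medCD49f-/low and CD24highCD49fmed were the luminal populations, with 4 arrays. CD24medCD49fmed and the Thy-1+ and Thy-1- parts of the CD24medCD49fhigh gate were taken as the basal populations, with 6 arrays. The study's text names a CD24lowCD49fmed basal gate where the labels have CD24medCD49fmed, and nothing states whether these are the same gate. Values ran from -4.54 to 3.79 on the centred log2 scale. Array medians lay between -0.43 for CD24medCD49f-/low replicate 1 and 0.17 for CD24highCD49fmed replicate 2. The mean absolute difference between the arrays of a population was 0.377 for CD24highCD49fmed, 0.544 for CD24medCD49fmed, 0.587 for Thy-1-CD24medCD49fhigh, 0.678 for Thy-1+CD24medCD49fhigh and 0.925 for CD24medCD49f-/low. Across probe sets, Thy-1+CD24medCD49fhigh replicate 1 had a correlation of 0.836 with CD24medCD49fmed replicate 2 and of 0.449 with its partner, and CD24medCD49f-/low replicate 1 one of 0.761 with CD24highCD49fmed replicate 1 and of 0.364 with its partner. Both CD24highCD49fmed arrays and Thy-1-CD24medCD49fhigh replicate 2 correlated most with their partners, and each other array correlated more with an array of another population. The labels do not say which arrays were processed together. The standard deviation over probe sets was lowest in Thy-1+CD24medCD49fhigh replicate 2, at 0.513, and highest in CD24highCD49fmed replicate 1, at 1.30.

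Basal populations were compared with luminal populations to examine the identity of the sorted cells. limma called 2227 of 2932 features (76.0%), of which 1017 were higher and 1210 lower in basal cells, and 1956 were named genes. The largest differences toward basal cells (log2 ± SE, 6 basal and 4 luminal arrays) were in Actg2 (4.61 ± 0.37), Vcan (4.60 ± 0.34), Wif1 (4.59 ± 0.34), Krt14 (4.49 ± 0.35), Antxr1 (4.41 ± 0.35) and Reln (4.36 ± 0.33). Those toward luminal cells were in Scara5 (-4.07 ± 0.35), Cldn8 (-3.64 ± 0.39), Htr4 (-3.58 ± 0.38), Zfp979 (-3.49 ± 0.41), Tox3 (-3.48 ± 0.46) and Sgms2 (-3.42 ± 0.33). The median of all genes in this comparison was -0.11, and it became -0.20 with array medians set to 0 and -0.19 after quantile normalisation. Rank products at p under 0.01 gave 436 genes, 228 higher and 208 lower in basal cells, where chance would give 58.6 over both directions.

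**Figure D1:**
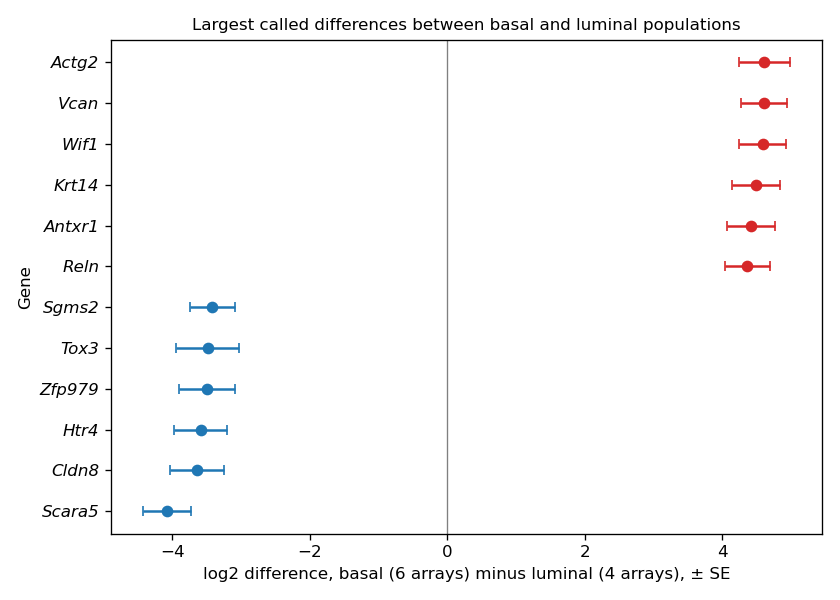
Mean of 6 basal minus mean of 4 luminal arrays (log2) for the 12 called genes with the largest differences, with bars of 1 SE. The differences ran from -4.07 in Scara5 to 4.61 in Actg2.

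Among the genes that the study names or sorted on, Krt14 (4.49, adjusted p 4.54e-09), Acta2 (2.78, adjusted p 3.91e-07), Aldh1a1 (2.72, adjusted p 4.90e-06), Itga6 (2.25, adjusted p 7.63e-06), Rarres2 (1.59, adjusted p 2.21e-04), Thy1 (1.32, adjusted p 0.00533), Cdkn1a (1.15, adjusted p 0.00496) and Procr (1.11, adjusted p 0.00436) were higher in basal than in luminal arrays. Elf5 (-2.42, adjusted p 1.50e-05), Krt18 (-1.44, adjusted p 0.00534) and Tbx3 (-0.96, adjusted p 0.0172) were lower. Krt19 had a log2 difference of -0.63 ± 0.62 and was not called (adjusted p 0.344). Tbx3 was not called without CD24highCD49fmed replicate 2 (-0.84, adjusted p 0.0848), CD24medCD49fmed replicate 2 (-0.84, adjusted p 0.0551) or Thy-1-CD24medCD49fhigh replicate 1 (-0.82, adjusted p 0.0529). Cd24a and Rarres1 were not in the table.

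Camera with the preset correlation called 43 of the 108 combinations of list and comparison, 22 upward and 21 downward. With an estimated correlation it called 0, and the smallest adjusted p was 0.0917. That loss of calls is not a measure of correlation between genes alone. The pericyte list had an estimated correlation of -0.115, below the preset one. Its unadjusted camera p in Thy-1+ against Thy-1- still went from 3.65e-07 with the preset correlation to 0.0034 with the estimated one. What else differed between the 2 settings was not tested. In basal against luminal cells, smooth muscle genes had a median log2 difference of 3.04 (13 of 13 called higher, adjusted p 8.64e-08), with Tagln at 4.20, Mylk at 3.48 and Myl9 at 3.35. Basement membrane genes had a median of 2.78 (12 of 13 called higher, adjusted p 5.92e-07), with Col4a2 at 4.22, Col4a1 at 4.17 and Sparc at 4.12. Basal keratins and regulators had a median of 2.53 (16 of 17 called higher, adjusted p 4.13e-07), with Krt17 at 4.28 and Id4 at 4.15. All 4 Wnt response genes were called higher (median 1.84, adjusted p 0.0201). Of the genes in the Wnt response list, 2 were also in another tested list. Its tests, here and in the other comparisons, are therefore not wholly separate from those of the other lists. The luminal progenitor list fell by 2.17 (10 of 11 called lower, with Itgb3 higher; adjusted p 0.00160), with Ltf at -2.64 and Cd14 at -2.60. Shared luminal genes fell by 1.33 (9 of 14 called lower, adjusted p 0.00443), with Ehf at -2.66 and Epcam at -1.55. Hormone sensing genes fell by 1.92 (7 of 9 called lower, with Igf1r higher; adjusted p 0.0377), with Foxa1 at -3.25, Prom1 at -3.11 and Pgr at -2.29. The hormone sensing list was not called without CD24medCD49f-/low replicate 2 (-1.19, adjusted p 0.0849), Thy-1+CD24medCD49fhigh replicate 1 (-1.87, adjusted p 0.0590), Thy-1-CD24medCD49fhigh replicate 1 (-1.89, adjusted p 0.0552) or Thy-1-CD24medCD49fhigh replicate 2 (-1.94, adjusted p 0.0893). Members in the study's gene sets for FVB alone or for both strains numbered 7 of 17 basal, 3 of 13 smooth muscle, 1 of 13 basement membrane, 3 of 14 shared luminal, 4 of 11 luminal progenitor and 2 of 9 hormone sensing genes.

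Lists of genes of other cell types also differed between basal and luminal cells. Fibroblast genes had a median of 1.93 (9 of 10 called higher, adjusted p 0.00686), with Mmp2 at 4.01, Col5a2 at 3.01 and Col3a1 at 2.67 against Col6a3 at -2.23. Schwann cell genes had a median of 1.29 (8 of 9 called higher and 1 lower, adjusted p 0.0224), with Pmp22 at 3.20 and Mbp at 2.94. Without CD24medCD49f-/low replicate 2 the Schwann cell median was 1.34 and the list was not called. With the estimated correlation neither list was called, with an adjusted p of 0.402 for both. The other lists were not called: epidermal keratinocyte (median 1.61, adjusted p 0.0681), milk (-1.31, adjusted p 0.0786), pericyte (0.98, adjusted p 0.187), interferon response (-0.53, adjusted p 0.305), immediate early (0.86, adjusted p 0.374), G2 and mitosis (0.24, adjusted p 0.526), adipocyte (0.98, adjusted p 0.677), Notch (-0.54, adjusted p 0.922) and S phase (-0.037, adjusted p 0.964). The Notch list had a negative median with a mean of 0.33 and an upward test, and S phase a negative median with a mean of 0.043 and an upward test. Of the 10 fibroblast, 9 Schwann cell and 8 epidermal keratinocyte genes measured, 4, 4 and 4 were in the study's gene sets for FVB alone or for both strains. The endothelial list had 0 of 16 genes in the table. The leukocyte and erythroid lists had 1 gene each, Lcp1 (-1.76) and Hba-a2 (1.73). The difference in Hba-a2 was 1.03 and 2.42 without CD24medCD49f-/low replicates 1 and 2.

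**Figure D2:**
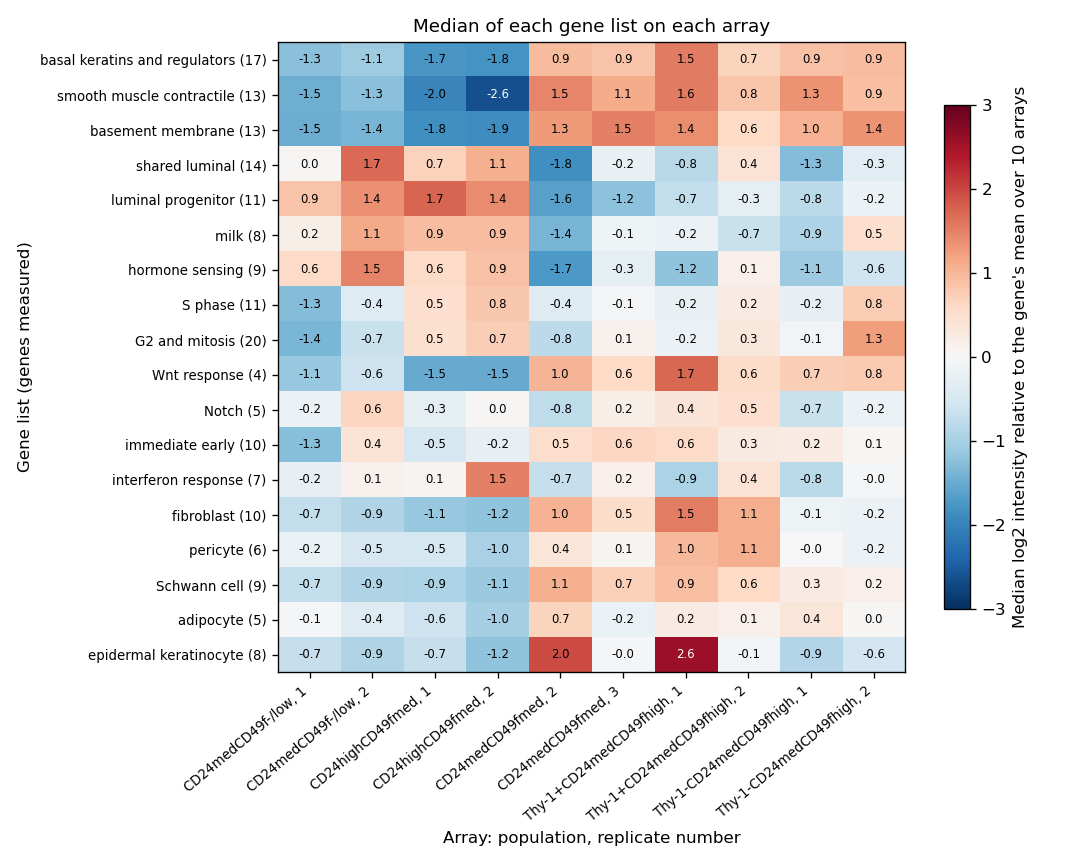
Median centred log2 value of the genes of each of 18 lists (vertical axis) in each of the 10 arrays (horizontal axis, grouped by population), on a colour scale in log2 units. The epidermal keratinocyte list stood at 2.56 in Thy-1+CD24medCD49fhigh replicate 1 and at -0.089 in replicate 2.

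Thy-1+CD24medCD49fhigh cells were compared with Thy-1-CD24medCD49fhigh cells to ask whether Thy-1 separates the cells of this gate. limma called 2 of 2932 features, both higher in Thy-1+ cells. At an unadjusted p under 0.05 there were 74, fewer than the 146.6 expected by chance. The other comparisons among basal populations had 64, 77 and 52, and that between the luminal populations 451. The model used 1 variance per gene for populations whose arrays differed by unequal amounts. With only the arrays compared, limma called 13. The small number of calls therefore does not show that Thy-1 leaves these cells alike. Col3a1 differed by 3.29 ± 0.50 (log2 ± SE, 2 arrays against 2; 9.78-fold, adjusted p 0.00389), with centred values of 2.21 and 2.48 in the Thy-1+ arrays and -0.84 and -1.05 in the Thy-1- arrays. Abca8a differed by 2.74 ± 0.52 (6.70-fold, adjusted p 0.0474). No gene was called when either Thy-1+ or either Thy-1- array was left out, 1 was called without either CD24highCD49fmed array, and 11 without either CD24medCD49f-/low array. The difference in Col3a1 was 3.43 and 3.15 without Thy-1+ replicates 1 and 2 (adjusted p 0.0939 and 0.293) and 3.40 and 3.18 without Thy-1- replicates 1 and 2 (adjusted p 0.200 and 0.311). That in Abca8a was 3.19 and 2.29 without Thy-1+ replicates 1 and 2 (adjusted p 0.0939 and 0.458), and 2.33 and 3.16 without Thy-1- replicates 1 and 2 (adjusted p 0.997 and 0.311). Without either CD24highCD49fmed array its adjusted p was 0.0662. Abca8a was also not called after array medians were set to 0 (2.57, adjusted p 0.0663) or after quantile normalisation (2.73, adjusted p 0.0835). Rank products at p under 0.01 gave 64 genes, 42 higher and 22 lower, where chance would give 58.6, and 1 after adjustment. With a replicate block limma called 9, all higher. In simulated data of this size, limma recovered 5.97% of genes set to differ by 1 and 64.2% of those set to differ by 2. It recovered 98.5% of those set to differ by 3. The number of changed genes was set there and bears on the adjusted p, so these shares hold for the simulated data alone. In the real comparison only the 2 genes above were called. Krt1 (2.79, adjusted p 0.524), Zeb2 (2.48, adjusted p 0.0886) and Cdh19 (2.39, adjusted p 0.104) were not called by limma.

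**Figure D3:**
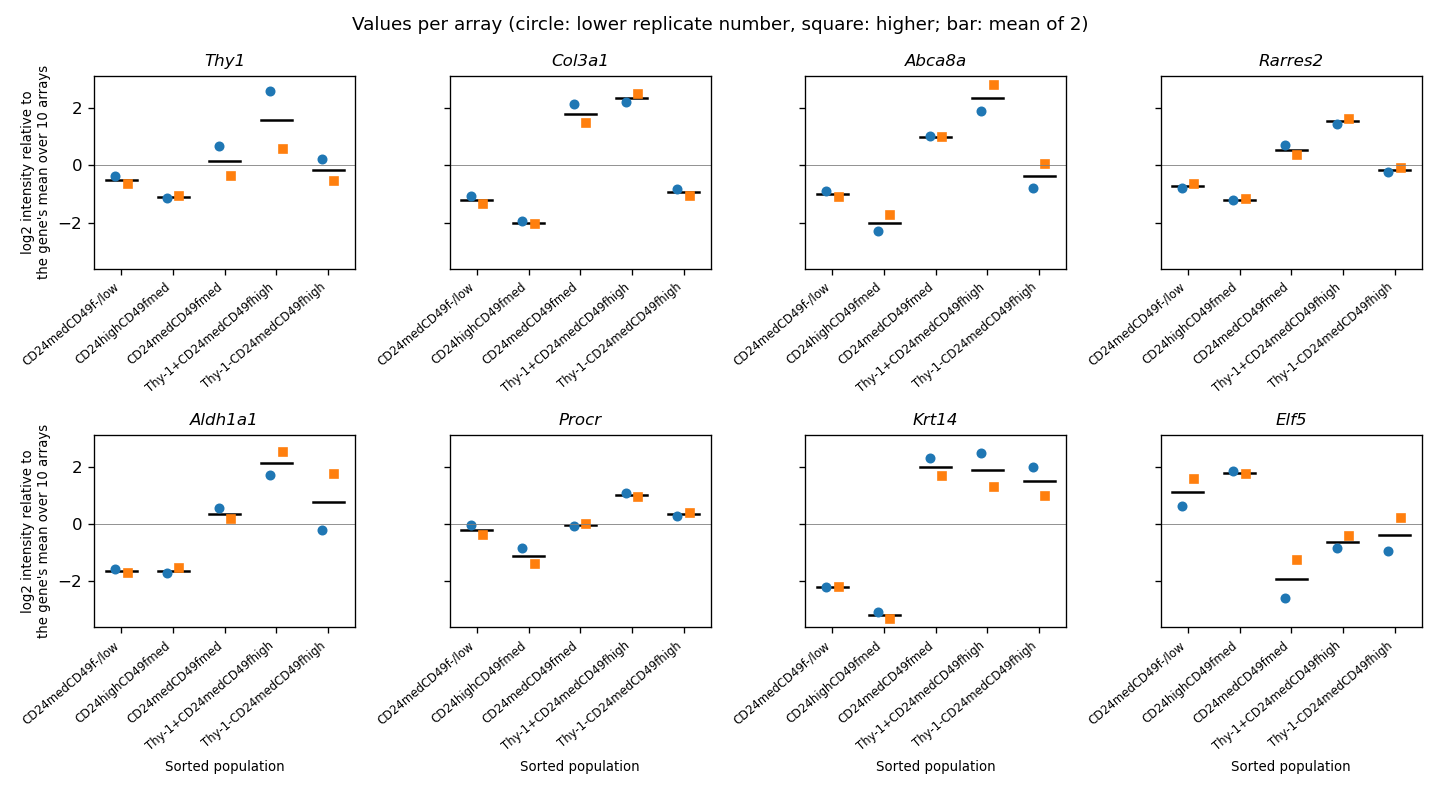
Centred log2 values (vertical axis) of 8 genes in the 10 arrays grouped by population (horizontal axis), with a circle for the lower replicate number, a square for the higher one and a bar for the mean. Col3a1 stood at 2.21 and 2.48 in the Thy-1+CD24medCD49fhigh arrays and at -0.84 and -1.05 in the Thy-1-CD24medCD49fhigh arrays.

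The Thy1 transcript was 2.59 and 0.58 in the Thy-1+CD24medCD49fhigh arrays against 0.23 and -0.54 in the Thy-1-CD24medCD49fhigh arrays. Its difference of 1.74 ± 0.61 was not called by limma (adjusted p 0.999; rank products permutation p 0.00346) and was 0.74 without Thy-1+ replicate 1 and 2.75 without Thy-1+ replicate 2. Rarres2 was 1.46 and 1.63 in the Thy-1+ arrays against -0.24 and -0.09 in the Thy-1- arrays (1.71 ± 0.49, adjusted p 0.384; rank products permutation p 0.00280). Aldh1a1 was 1.70 and 2.54 against -0.20 and 1.75 (1.34 ± 0.58, adjusted p 0.999; rank products permutation p 0.0129), and its difference was 0.37 without Thy-1- replicate 1 and 2.32 without Thy-1- replicate 2. Procr (0.68 ± 0.49), Cdkn1a (0.64 ± 0.52) and Krt14 (0.37 ± 0.55) were not called either. Tbx3 differed by 0.16 ± 0.54, and its difference turned to -0.01 when array medians were set to 0.

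Between Thy-1+CD24medCD49fhigh and Thy-1-CD24medCD49fhigh, the median of all genes was 0.15, and it became -0.024 with array medians set to 0 (a move of -0.17) and -0.040 after quantile normalisation (a move of -0.19). Camera compares a list with the other genes, not with 0, but it does not use that median. Its direction can differ from the side of the median on which a list lies. In Thy-1- against the other basal populations, hormone sensing genes lay 0.036 above the median of all genes, with a downward test. Fibroblast genes had a median of 1.01 (10 of 10 positive, adjusted p 1.98e-12, 4 called when adjusted over the list alone). Pericyte genes had one of 1.16 (6 of 6 positive, adjusted p 1.97e-06). No pericyte, G2 and mitosis or S phase gene was called when adjusted over its list alone. At an unadjusted p under 0.05 there were 4 of 6 pericyte, 0 of 20 G2 and mitosis and 0 of 11 S phase genes. With single arrays left out, the medians stayed between 1.01 and 1.30 for fibroblast genes and between 1.01 and 1.26 for pericyte genes, and both lists were called each time. With the estimated correlation no list in this comparison was called, with an adjusted p of 0.0917 for fibroblast and pericyte, 0.276 for epidermal keratinocyte and Schwann cell, 0.559 for G2 and mitosis and 0.632 for S phase genes. Epidermal keratinocyte genes had a median of 1.67 (8 of 8 positive, adjusted p 1.89e-12, 7 called when adjusted over the list alone), which was 0.57 without Thy-1+ replicate 1 (adjusted p 0.0595) and 2.70 without Thy-1+ replicate 2. Schwann cell genes had a median of 0.39 (7 of 9 positive, adjusted p 0.00189, 1 called when adjusted over the list alone). It was 0.22 with array medians set to 0 and 0.34 after quantile normalisation. Without Thy-1- replicate 2 it was 0.35 and not called, and without Thy-1+ replicate 2 it was 0.76. G2 and mitosis genes had a median of -0.47 (0 of 20 positive, adjusted p 4.30e-08), which was -0.17 without Thy-1+ replicate 1 (adjusted p 0.117), -0.73 without Thy-1+ replicate 2, -1.17 without Thy-1- replicate 1 and 0.21 without Thy-1- replicate 2 (adjusted p 0.508). S phase genes had a median of -0.30 (1 of 11 positive, adjusted p 0.00342), which was -0.041 without Thy-1+ replicate 1 (adjusted p 0.512), -0.84 without Thy-1- replicate 1 and 0.34 without Thy-1- replicate 2 (adjusted p 0.839). The study's gene sets for FVB alone or for both strains held 4 of the 10 fibroblast, 1 of the 6 pericyte, 4 of the 9 Schwann cell, 4 of the 8 epidermal keratinocyte, 11 of the 20 G2 and mitosis and 6 of the 11 S phase genes, so the counts adjusted over the list alone are not wholly independent evidence.

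Each basal population was also compared with the mean of the other 2, to look for genes that mark it. For Thy-1+CD24medCD49fhigh, limma called 0 features, 64 had an unadjusted p under 0.05 and the smallest adjusted p was 0.153. Rank products at p under 0.01 gave 68 genes, 42 higher and 26 lower, where chance would give 58.6, and 0 after adjustment. Without either CD24medCD49f-/low array limma called 5, and with a replicate block it called 10, all higher. Thy1 differed by 1.59 ± 0.52, Aldh1a1 by 1.55 ± 0.51, Rarres2 by 1.37 ± 0.42 and Procr by 0.87 ± 0.43, and none of these was called by limma. The permutation p of rank products was 8.36e-04 for Thy1, 0.00118 for Aldh1a1, 0.00317 for Rarres2 and 0.0351 for Procr. The difference in Thy1 was 0.58 without Thy-1+ replicate 1 and 2.59 without Thy-1+ replicate 2. The median of all genes was 0.10, and it became -0.022 after quantile normalisation (a move of -0.12). Fibroblast genes had a median of 0.72 (10 of 10 positive, adjusted p 4.54e-11) and pericyte genes 1.00 (6 of 6 positive, adjusted p 2.33e-07). With the estimated correlation no list in this comparison was called, with an adjusted p of 0.0917 for both of these, 0.404 for epidermal keratinocyte and 0.632 for shared luminal and basement membrane genes. Epidermal keratinocyte genes had a median of 0.94 (8 of 8 positive, adjusted p 8.78e-08), which was -0.18 without Thy-1+ replicate 1 (adjusted p 0.592), 2.09 without Thy-1+ replicate 2, 1.43 without CD24medCD49fmed replicate 2, 0.50 without CD24medCD49fmed replicate 3 and 0.34 with a replicate block (adjusted p 0.167). Shared luminal genes had a median of 0.52 (14 of 14 positive, adjusted p 0.00140), which was 0.25 without CD24medCD49fmed replicate 2 (adjusted p 0.600), -0.091 without Thy-1+ replicate 2 (adjusted p 0.111), 1.25 without Thy-1+ replicate 1 and 0.33 without Thy-1- replicate 1. Basement membrane genes had a median of -0.18 (3 of 13 positive, adjusted p 0.0118), which was -0.057 without CD24medCD49fmed replicate 3 (adjusted p 0.155), 0.24 without Thy-1+ replicate 2 (adjusted p 0.954), -0.64 without Thy-1+ replicate 1 and -0.040 with a replicate block (adjusted p 0.130).

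For Thy-1-CD24medCD49fhigh against the other basal populations, limma called 2 features, both lower, and 77 had an unadjusted p under 0.05. They were Col3a1 (-3.02 ± 0.43, adjusted p 0.00165) and the unnamed probe set 1444499_at (-2.63 ± 0.44, adjusted p 0.00759). The count was 0 without either Thy-1- array, 1 without Thy-1+ replicate 2, 6 without CD24medCD49fmed replicate 3 and 7 without either CD24medCD49f-/low array. With a replicate block it was 10, of which 1 was higher and 9 lower. The difference in Col3a1 was -3.12 without Thy-1- replicate 1 (adjusted p 0.187) and -2.91 without Thy-1- replicate 2 (adjusted p 0.339). Rank products at p under 0.01 gave 91 genes, 38 higher and 53 lower, where chance would give 58.6, and 6 after adjustment. The median of all genes was -0.12, and it became 0.036 with array medians set to 0 (a move of 0.16) and 0.028 after quantile normalisation (a move of 0.15). With the estimated correlation no list in this comparison was called. The adjusted p was then 0.0937 for fibroblast, 0.106 for Schwann cell, 0.170 for pericyte, 0.276 for epidermal keratinocyte, 0.354 for luminal progenitor, 0.402 for G2 and mitosis and 0.571 for S phase and milk genes. With the preset correlation, fibroblast genes had a median of -0.83 (0 of 10 positive, adjusted p 1.33e-09) and Schwann cell genes -0.56 (1 of 9 positive, adjusted p 1.36e-06), the latter -0.93 without CD24medCD49fmed replicate 3. Pericyte genes had a median of -0.70 (0 of 6 positive, adjusted p 0.00134), and were not called without Thy-1- replicate 2 (-0.76, adjusted p 0.0872). Epidermal keratinocyte genes had a median of -1.46 (0 of 8 positive, adjusted p 1.89e-12), which was -0.97 without Thy-1+ replicate 1. G2 and mitosis genes had a median of 0.67 (20 of 20 positive, adjusted p 3.53e-14), which was 1.35 without Thy-1- replicate 1 and 0.057 without Thy-1- replicate 2 (adjusted p 0.0158). S phase genes had a median of 0.28 (10 of 11 positive, adjusted p 8.90e-04), which was 0.88 without Thy-1- replicate 1, -0.27 without Thy-1- replicate 2 (adjusted p 0.775) and 0.44 without CD24medCD49fmed replicate 3. Luminal progenitor genes had a median of 0.58 (9 of 11 positive, adjusted p 4.63e-05), which was 0.31 without CD24medCD49fmed replicate 2, 0.28 without Thy-1+ replicate 1 and 0.27 without Thy-1- replicate 2. With Thy-1+ replicate 1 and CD24medCD49fmed replicate 2 both left out, it was 0.27 and not called (adjusted p 0.102). Milk genes had a median of 0.42 (8 of 8 positive, adjusted p 0.00220), which was 0.075 without CD24medCD49fmed replicate 2 (adjusted p 0.199), 0.70 without CD24medCD49fmed replicate 3, 0.18 without Thy-1+ replicate 2, 1.19 without Thy-1- replicate 1 and -0.22 without Thy-1- replicate 2 (adjusted p 0.572).

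For CD24medCD49fmed against both CD24medCD49fhigh populations, limma called 1 feature, the unnamed probe set 1423253_at (2.57 ± 0.43, adjusted p 0.0174), and 52 had an unadjusted p under 0.05. The count was 0 when any 1 of the 6 basal arrays was left out, and 19 with a replicate block, of which 4 were higher and 15 lower. With the block, CD24medCD49fmed rested on replicate 2 alone. Rank products at p under 0.01 gave 63 genes, 28 higher and 35 lower, where chance would give 58.6. Elf5 differed by -1.42 ± 0.50 and Aldh1a1 by -1.09 ± 0.51, and neither was called by limma. The permutation p of rank products toward lower values was 0.00179 for Elf5 and 0.00593 for Aldh1a1. With the estimated correlation no list in this comparison was called. The adjusted p was then 0.106 for Schwann cell, 0.127 for luminal progenitor, 0.418 for G2 and mitosis, 0.532 for milk and 0.643 for shared luminal and epidermal keratinocyte genes. With the preset correlation, luminal progenitor genes had a median of -0.93 (1 of 11 positive, adjusted p 1.15e-10), which was -0.57 without CD24medCD49fmed replicate 2. G2 and mitosis genes had a median of -0.64 (0 of 20 positive, adjusted p 2.49e-12), which was -0.19 and -1.04 without CD24medCD49fmed replicates 2 and 3, and -0.97 and -0.33 without Thy-1- replicates 1 and 2. Schwann cell genes had a median of 0.69 (7 of 9 positive, adjusted p 1.74e-06), which was 0.33 and 1.05 without CD24medCD49fmed replicates 2 and 3. With Thy-1+ replicate 1 and CD24medCD49fmed replicate 2 both left out, it was 0.39 and not called (adjusted p 0.0518). Epidermal keratinocyte genes had a median of 0.56 (7 of 8 positive, adjusted p 0.00463), which was -0.43 without CD24medCD49fmed replicate 2 (adjusted p 0.0386), 1.48 without CD24medCD49fmed replicate 3, 1.12 and -0.023 without Thy-1+ replicates 1 and 2 (the latter with an adjusted p of 0.943), and 0.64 without Thy-1- replicate 2 (adjusted p 0.123). Shared luminal genes had a median of -0.40 (2 of 14 positive, adjusted p 0.00342), which was 0.15 without CD24medCD49fmed replicate 2 (adjusted p 0.0278), -1.23 without CD24medCD49fmed replicate 3, -0.78 without Thy-1+ replicate 1, -0.15 without Thy-1+ replicate 2 (adjusted p 0.819), and -0.22 without Thy-1- replicate 2. Milk genes had a median of -0.42 (0 of 8 positive, adjusted p 3.84e-04), which was 0.16 without CD24medCD49fmed replicate 2 (adjusted p 0.993), -0.99 without CD24medCD49fmed replicate 3, -0.24 and -0.67 without Thy-1+ replicates 1 and 2, and -0.69 and -0.053 without Thy-1- replicates 1 and 2.

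CD24highCD49fmed cells were compared with CD24medCD49f-/low cells to find differences between the luminal populations. limma called 6 features, 2 higher and 4 lower in CD24highCD49fmed cells, and 451 had an unadjusted p under 0.05. Ect2 (3.07 ± 0.62, adjusted p 0.0458) and Spc25 (2.83 ± 0.56, adjusted p 0.0458) were higher. Myl9 (-2.95 ± 0.51, adjusted p 0.0179), Tgfb1i1 (-2.89 ± 0.51, adjusted p 0.0179), Ism1 (-2.46 ± 0.51, adjusted p 0.0458) and Sparc (-2.36 ± 0.49, adjusted p 0.0458) were lower. The count was 0 without either CD24highCD49fmed, Thy-1+ or Thy-1- array, 4 without either CD24medCD49fmed array, 295 without CD24medCD49f-/low replicate 1 (146 higher, 149 lower) and 118 without CD24medCD49f-/low replicate 2 (108 higher, 10 lower). It was 15 with array medians set to 0 (2 higher, 13 lower), 33 with a replicate block (23 higher, 10 lower) and 0 after quantile normalisation. With single arrays left out, the difference stayed between 2.99 and 3.14 for Ect2 (adjusted p up to 0.439) and between -3.29 and -2.60 for Myl9 (adjusted p up to 0.439). Rank products at p under 0.01 gave 98 genes, 50 higher and 48 lower, where chance would give 58.6, and 2 after adjustment. The median of all genes was 0.35, and it became -0.031 with array medians set to 0 (a move of -0.38) and 0.0083 after quantile normalisation (a move of -0.34). Elf5 differed by 0.68 ± 0.57 and was not called by limma (adjusted p 0.544), and its difference was 0.21 and 1.15 without CD24medCD49f-/low replicates 1 and 2 and 0.25 after quantile normalisation.

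Against that median of 0.35 between the luminal populations, S phase genes had a median of 1.73 (11 of 11 positive, adjusted p 4.42e-06, 8 called when adjusted over the list alone). G2 and mitosis genes had a median of 1.55 (20 of 20 positive, adjusted p 1.42e-09, 16 called when adjusted over the list alone). Basal keratins and regulators had a median of -0.91 (2 of 17 positive, adjusted p 3.63e-09, 5 called when adjusted over the list alone). Smooth muscle genes had a median of -0.89 (1 of 13 positive, adjusted p 4.84e-08, 4 called when adjusted over the list alone), which was -0.52 without CD24highCD49fmed replicate 1. Basement membrane genes had a median of -0.49 (2 of 13 positive, adjusted p 4.83e-05, 1 called when adjusted over the list alone). These 5 lists were called with each array left out in turn. In the order given, their medians were 1.36, 1.18, -1.29, -1.27 and -0.86 with array medians set to 0. After quantile normalisation they were 1.11, 0.96, -0.50, -0.53 and -0.33, and the lists were not tested on those values. Wnt response genes had a median of -0.93 (1 of 4 positive, adjusted p 0.0208), which was -1.07 without CD24medCD49f-/low replicate 1 (adjusted p 0.0994) and -0.50 without replicate 2 (adjusted p 0.0727). The Wnt response median was -1.31 with array medians set to 0 and -0.50 after quantile normalisation. Fibroblast genes had a median of -0.44 (2 of 10 positive, adjusted p 0.00789) and pericyte genes one of -0.60 (1 of 6 positive, adjusted p 0.00711). With array medians set to 0 the fibroblast and pericyte medians were -0.81 and -0.97, and after quantile normalisation -0.38 and -0.57. Without CD24medCD49f-/low replicate 1 these medians were -0.26 (adjusted p 0.354) and -0.54 (adjusted p 0.141). Hormone sensing genes had a median of -0.20 (2 of 9 positive, adjusted p 0.0499). That median was -0.56 and 0.069 without CD24medCD49f-/low replicates 1 and 2 (adjusted p 0.0468 and 0.296) and -0.041 and -0.37 without CD24highCD49fmed replicates 1 and 2 (adjusted p 0.0734 and 0.0428). It stayed at -0.20 without Thy-1+ replicate 2 (adjusted p 0.0559), Thy-1- replicate 1 (adjusted p 0.0531) or Thy-1- replicate 2 (adjusted p 0.0637), and was not called then. It was -0.58 and not called with array medians set to 0 (adjusted p 0.0633). No member of the Wnt response, fibroblast, pericyte or hormone sensing lists was called by limma between the luminal populations, over all genes or adjusted over the list alone, and 0, 1, 1 and 1 of them had an unadjusted p under 0.05. With the estimated correlation the adjusted p of the 9 lists given here ran from 0.276 for pericyte to 0.681 for hormone sensing genes.

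Over the 108 combinations of list and comparison, the median, the mean and the test differed in sign in 13, of which 0 had been called by camera with the preset correlation. These were basal keratins and regulators and smooth muscle in Thy-1+ against Thy-1-, immediate early in Thy-1+ against the other basal populations, and basal keratins and regulators and basement membrane in Thy-1- against the others. They were also basal keratins and regulators, Wnt response and fibroblast in CD24medCD49fmed against the others, shared luminal, immediate early and Schwann cell between the luminal populations, and S phase and Notch between basal and luminal cells. Array scaling or quantile normalisation turned the sign of the median in 19, of which 0 had been called by camera.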

Values the study reported

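The study detected Thy-1 by flow cytometry on about 30% of luminal cells and on about 50% of CD24medCD49fhigh and myoepithelial cells. Its rank products test on the array data used a p-value of 0.01.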

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

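The covariate for the first principal component of deviations within populations, the leaving out of 2 pairs of arrays, and the list tests with array medians set to 0 or with a replicate block were chosen after the result was seen. Of the alternatives for counts of called genes or lists, 85 stayed within 1.5 times the reported count and 65 moved further. For lists called in the report, 549 alternatives kept direction and call, 82 lost the call and 14 reversed the median. For the 102 differences of named genes that were run under the alternatives, 1707 kept direction without losing a call, 129 lost the call and 0 reversed. The 102 included differences that limma had not called, among them Thy1 in Thy-1+ against Thy-1-, which had no call to lose. A kept direction does not mean a kept size, since that difference in Thy1 ran from 0.74 to 2.75 with single arrays left out. Differences of named genes outside the 102 were run under the scalings alone. Some turned in sign there, among them Tbx3 in Thy-1+ against Thy-1-. The cause was not tested for any change given here.

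In basal against luminal cells, where 2227 were called, the count was 2257 with array medians set to 0, 2101 after quantile normalisation and 1768 to 2516 with single arrays left out. Rank products gave 436 genes at p under 0.01 and 264 after adjustment.

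For Thy-1+ against Thy-1- CD24medCD49fhigh (2 called), the count was 1 with array medians set to 0, after quantile normalisation, with the covariate and with probe sets tested alone, 13 with only the arrays compared, and 0 without Thy-1+ replicate 1 and CD24medCD49fmed replicate 2 together. Rank products gave 64, and 1 after adjustment. Single arrays left out gave 0 to 11, the highest without either CD24medCD49f-/low array, the pair that differed most from each other. For Thy-1+ against the other basal populations (0 called by limma, 64 at an unadjusted p under 0.05), rank products gave 68, and single arrays left out gave 0 to 5. For Thy-1- against the others (2 called), the count was 0 without Thy-1+ replicate 1 and CD24medCD49fmed replicate 2 together, 6 with only the arrays compared, 1 with both pairwise differences called, 91 by rank products and 6 after adjustment, and 0 to 7 with single arrays left out. For CD24medCD49fmed against the others (1 called), it was 0 after quantile normalisation, without either added pair of arrays and with both pairwise differences called, 63 by rank products, and 0 to 1 with single arrays left out.

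For CD24highCD49fmed against CD24medCD49f-/low (6 called), the count was 15 with array medians set to 0, 11 with probe sets tested alone, and 0 after quantile normalisation, with only the arrays compared and without either added pair of arrays. Rank products gave 98, and 2 after adjustment. Single arrays left out gave 0 to 295, with the highest count without CD24medCD49f-/low replicate 1 and 118 without replicate 2.

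With the replicate number as a replicate block, the counts were 9 for Thy-1+ against Thy-1-, 10 for Thy-1+ and 10 for Thy-1- against the other basal populations, 19 for CD24medCD49fmed against the others, 33 between the luminal populations and 2072 between basal and luminal cells. Across genes, the correlation of the difference between replicates 2 and 1 was 0.521 between the luminal populations. It was 0.300 between the Thy-1+ and Thy-1- populations. Between CD24medCD49f-/low cells and Thy-1+ or Thy-1- cells it was -0.151 and -0.198. Between CD24highCD49fmed cells and Thy-1+ or Thy-1- cells it was 0.078 and -0.109. CD24medCD49fmed has replicates 2 and 3, and the labels do not say what the numbers mark. For lists, the block gave 55 called tests. In Thy-1+ against the others, the epidermal keratinocyte list had a median of 0.34 (adjusted p 0.167) and the basement membrane list one of -0.040 (adjusted p 0.130) with the block, and neither was called.

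Camera called 43 list tests with the preset correlation, 0 with an estimated one, and 38 to 55 with single arrays left out. The lists whose median reversed with a single array left out had these ranges. Between Thy-1+ and Thy-1-, S phase ran from -0.84 to 0.34 and G2 and mitosis from -1.17 to 0.21. In Thy-1+ against the others, basement membrane ran from -0.64 to 0.24, shared luminal from -0.091 to 1.25 and epidermal keratinocyte from -0.18 to 2.09. In Thy-1- against the others, milk ran from -0.22 to 1.19 and S phase from -0.27 to 0.88. In CD24medCD49fmed against the others, shared luminal ran from -1.23 to 0.15, milk from -0.99 to 0.16 and epidermal keratinocyte from -0.43 to 1.48. Between the luminal populations, hormone sensing ran from -0.56 to 0.069. Without Thy-1+ replicate 2 and CD24medCD49fmed replicate 3, basement membrane in Thy-1+ against the others was 0.32. Without Thy-1+ replicate 1 and CD24medCD49fmed replicate 2, milk in CD24medCD49fmed against the others was 0.30, and 2 lists called with each single array left out lost the call: luminal progenitor in Thy-1- against the others (0.27, adjusted p 0.102) and Schwann cell in CD24medCD49fmed against the others (0.39, adjusted p 0.0518).

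Where an array was left out, the lone array of its population was assumed to vary like the other populations. Leaving out dim probe sets was not run, because each gene is centred and no level remains. Signal over background is not visible in the values, so what it limits could not be measured.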

Other observations

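The tests of array scaling, of a difference of the Thy-1+ population, of luminal cells of every kind and of a narrower signal range, the choice of gene families, and the choice of genes for the second lists were made after the result was seen; the second lists were fixed before the values of their genes were examined.

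Chance is argued against for the difference between basal and luminal cells, as far as random splits of single arrays can show. A fit with the arrays as 2 classes called 2233 genes, and of 100 splits of the 10 arrays into 6 and 4, from 210 possible, 1 gave as many, which was the real one. The highest count in another split was 1124. These splits did not keep the arrays of a population together, so they treated replicates as independent. Splits of whole populations were not run. Nothing in the labels says that replicates came from separate animals.

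The epidermal keratinocyte list was high in 1 array of each of 2 basal populations. Its median was 2.56 in Thy-1+CD24medCD49fhigh replicate 1 and 1.95 in CD24medCD49fmed replicate 2, against -0.089 and -0.050 in their partners. Krt1 stood at 3.32 and 2.86 in the first pair and at 0.24 and -0.40 in the second. Scaling of the arrays is argued against, since the mean difference within populations had a median of 2.05 as deposited and 2.09 after quantile normalisation, with a lower quartile of 1.75. RNA of epidermal cells in both arrays stays open. A second list of 11 epidermal genes had a median of 0.64 and 8 positive members, which passed the bound set for the median but missed that of 75% for the members. Calm4 stood at 1.90, Dsc3 at 1.64 and Elovl4 at 1.54, against Sprr1a at -1.55, S100a14 at -0.72 and Ly6d at -0.69, with no test of single members. The median exceeded that of 99.7% of random lists. CD45, CD31, Ter119 and CD140α do not mark epidermal cells, while the gates on CD24 and CD49f would work against cells low in CD49f. Basal cells express 7 of these 11 genes and 5 of the 8 in the first list more than luminal cells do, and 4 of the 8 were in the study's gene sets for FVB alone or for both strains. A difference of the Thy-1+ population would not account for the gap between both CD24medCD49fmed arrays. That gap had a median of 1.85 with a lower quartile of 1.57, against 1.67 between Thy-1+ and Thy-1-. It is part of the pattern itself, so the comparison is not independent of it. Differences between animals or dissections could not be tested, since the labels give neither.

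Hormone sensing genes were high in the opposite arrays, and were higher in the higher replicate number of every population. Their median was 0.14 in Thy-1+CD24medCD49fhigh replicate 2 and -0.30 in CD24medCD49fmed replicate 3, against -1.20 and -1.72 in the partners. Cited1 stood at 1.78 and 1.87 against -1.20 and -2.49. The standard deviation over probe sets was 0.779 in CD24medCD49fmed replicate 3 against 0.966 in its partner, which goes with a narrower signal range. Such a range is argued against as the whole cause in that array, where 43 basal, smooth muscle and basement membrane genes had a median of -0.12 against the partner, with a lower quartile of -0.32, while hormone sensing genes rose by 1.16. In Thy-1+ replicate 2 the same 43 genes had a median of -0.83 with 0 positive, beside a rise of 1.18, so a narrower range may account for that array. RNA of hormone sensing luminal cells is a candidate explanation. A second list of 7 such genes rose by a median of 1.30 with 7 of 7 positive. Ptger3, Myb and Stc2 had the largest differences in that list. The rise was a mean over both populations and does not show a rise in each array. The second list was lower in basal than in luminal cells (median -1.56), so a narrower signal range would raise it too. It therefore does not separate these explanations in Thy-1+ replicate 2. The sort on CD24 and CD49f would remove luminal cells, and 0 of these 7 genes were called higher in basal cells. Luminal cells of every kind stay open, since the rise of hormone sensing genes exceeded that of luminal progenitor genes by 0.60, with a bootstrap interval from -0.29 to 2.62, and shared luminal genes also rose. The milk median was lower in Thy-1+ replicate 2 than in its partner (-0.66 against -0.18). In CD24medCD49fmed replicate 3 it was higher than in the partner (-0.14 against -1.39). The shared luminal median was 0.44 in Thy-1+ replicate 2 and -0.23 in CD24medCD49fmed replicate 3, against -0.83 and -1.84 in the partners. It was also higher in replicate 2 of Thy-1-CD24medCD49fhigh (-0.31 against -1.31), CD24medCD49f-/low (1.70 against 0.030) and CD24highCD49fmed (1.07 against 0.69). Interferon response genes moved the same way, at 0.43 and 0.16 against -0.94 and -0.69. Replicate 2 was also the higher in Thy-1-CD24medCD49fhigh (-0.026 against -0.81), CD24medCD49f-/low (0.14 against -0.25) and CD24highCD49fmed (1.52 against 0.077). The S phase and the G2 and mitosis medians were likewise higher in the higher replicate number of every population. What moved these lists was not tested. Of the 9 genes in the first list, 2 were in the study's gene sets for FVB alone or for both strains.

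The fibroblast, pericyte and Schwann cell lists had positive medians in Thy-1+CD24medCD49fhigh against Thy-1-CD24medCD49fhigh cells. These lists stood at 1.01, 1.16 and 0.39 as deposited, and at 0.84, 0.99 and 0.22 with array medians set to 0. Camera called them with the preset correlation only (adjusted p 0.0917, 0.0917 and 0.276 with the estimated one), and Schwann cell was not called without Thy-1- replicate 2 (0.35, adjusted p 0.123). Of their members, limma called Col3a1 alone, at 3.29, and 2 of 9 Schwann cell genes were negative. The tables argue against fibroblasts that carry the genes of both lists as the whole source of the first list's rise. A second list of fibroblast genes had a median of 0.11, with 6 of 10 positive and an upper quartile of 0.30, against 1.01 for the first list, which met the bound set beforehand. Gsn at 1.13 and Prrx1 at 0.54 went with fibroblasts. Both lists had a median of 1.93 in basal against luminal cells, with 9 of 10 members called higher in each, so that difference does not set them apart, though centred values give no level of either list in basal cells. A fibroblast type without the genes of the second list was not tested. Pericytes and Schwann cells stay open. The second list for pericytes had a median of 0.49, with 3 of 5 positive, and that for Schwann cells 0.26, with 6 of 9 positive. Removal of cells with CD140α, which the study reports for its sort, would lower the number of fibroblasts. Among the first lists, 9 of 10 fibroblast, 4 of 6 pericyte and 8 of 9 Schwann cell genes were called higher in basal than in luminal cells, and 4, 1 and 4 of the genes measured were in the study's gene sets for FVB alone or for both strains. A difference between Thy-1+ and Thy-1- basal cells themselves remains untested, since these genes do not separate it from the presence of other cells.

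Gene families gave 6 called tests of 26 by camera with the preset correlation and 0 with an estimated one. In basal against luminal cells, 6 of 9 claudins were called lower (median -1.25, adjusted p 0.0257), 7 of 8 integrins higher (1.41, adjusted p 0.0487), 4 of 4 insulin-like growth factor binding proteins higher (3.22, adjusted p 0.0130) and 7 semaphorins higher with Sema4d lower (median 2.05, adjusted p 0.0257). In CD24highCD49fmed against CD24medCD49f-/low, the binding proteins had a median of -0.89 (adjusted p 9.91e-04) and chemokines one of -0.37 (adjusted p 0.0487), with no single member of either family called by limma. Chemokines went both ways between basal and luminal cells, with Cxcl14 at 4.07 and Cxcl12 at 2.76 against Cxcl15 at -2.70, Cxcl2 at -2.02 and Cxcl17 at -1.96. No family direction given here turned with array medians set to 0 or with quantile normalisation. Between the luminal populations, the chemokine median was -0.74 with array medians set to 0 and -0.30 after quantile normalisation. That of the binding proteins was -1.26 and -0.60.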
